# Rhizobia Contribute to Salinity Tolerance in Common Beans (*Phaseolus vulgaris* L.)

**DOI:** 10.3390/cells11223628

**Published:** 2022-11-16

**Authors:** Clabe Wekesa, George O. Asudi, Patrick Okoth, Michael Reichelt, John O. Muoma, Alexandra C. U. Furch, Ralf Oelmüller

**Keywords:** rhizobia, RNA_Seq, transcriptomics, common beans, salinity tolerance, GABA, osmotolerance, meta-RNA-Seq

## Abstract

Rhizobia are soil bacteria that induce nodule formation on leguminous plants. In the nodules, they reduce dinitrogen to ammonium that can be utilized by plants. Besides nitrogen fixation, rhizobia have other symbiotic functions in plants including phosphorus and iron mobilization and protection of the plants against various abiotic stresses including salinity. Worldwide, about 20% of cultivable and 33% of irrigation land is saline, and it is estimated that around 50% of the arable land will be saline by 2050. Salinity inhibits plant growth and development, results in senescence, and ultimately plant death. The purpose of this study was to investigate how rhizobia, isolated from Kenyan soils, relieve common beans from salinity stress. The yield loss of common bean plants, which were either not inoculated or inoculated with the commercial *R. tropici* rhizobia CIAT899 was reduced by 73% when the plants were exposed to 300 mM NaCl, while only 60% yield loss was observed after inoculation with a novel indigenous isolate from Kenyan soil, named S3. Expression profiles showed that genes involved in the transport of mineral ions (such as K^+^, Ca^2+^, Fe^3+^, PO_4_^3−^, and NO_3_^−^) to the host plant, and for the synthesis and transport of osmotolerance molecules (soluble carbohydrates, amino acids, and nucleotides) are highly expressed in S3 bacteroids during salt stress than in the controls. Furthermore, genes for the synthesis and transport of glutathione and γ-aminobutyric acid were upregulated in salt-stressed and S3-inocculated common bean plants. We conclude that microbial osmolytes, mineral ions, and antioxidant molecules from rhizobia enhance salt tolerance in common beans.

## 1. Introduction

Various environmental stresses such as floods, drought, and salinity continue to undermine the cultivation and growth of crops. Soil salinity is one of the main threats in agriculture, its productivity, and quality of crops [1,2]. According to Shrivastava and Kumar [2], the soil is defined as saline if the electrical conductivity (EC) of its rhizosphere’s saturation extract (EC_e_) exceeds 4 dS m^−1^, i.e., approximately 40 mM NaCl with 15% exchangeable sodium at 25 °C. Worldwide, about 20% of cultivable and 33% of irrigation land is saline, and it is estimated that around 50% of the arable land will be saline by 2050 [3]. High surface evaporation, irrigation with saline water, low precipitation, weathering of native rocks, and poor cultural practices are the main reasons for the approximately 10% yearly increase in worldwide salinization [2].

Adverse effects of salinity on crops are mainly osmotic toxicities and the uptake of ions in toxic concentrations [4]. Increased osmotic values reduce the soil solution’s water potential which restricts water and nutrient uptake by the roots. Excessive accumulation of Na^+^, Cl^−^, HCO_3_^−^, CO_3_^2−^ and other ions leads to metabolic imbalances or even toxicity for the plants [5]. Furthermore, elevated levels of carbonates/bicarbonates in the soil cause reduced solubility of essential elements for plant growth like iron (Fe) and phosphorus (P) or the trace elements zinc (Zn) and manganese (Mn), through precipitation [6]. For instance, high levels of bicarbonates induced Fe deficiency and this caused chlorosis in sorghum and maize [7] and Zn deficiency in rice resulting is discolored leaves and stunted growth [8]. Salinity causes also nutrient deficiencies or imbalances through competition between Na^+^ and Cl^−^ ions with important ions such as K^+^, Ca^2+^, and NO_3_^−^ [9,10]. Through clay dispersion, Na^+^ impedes penetration of the roots into the rhizosphere which ultimately reduces plant growth. Clay dispersion also leads to poor aeration, which further promotes uptake of Na^+^ and Cl^−^ and their transport to the shoots [11]. Sodium may also accumulate in the leaf apoplasm leading to turgor loss, dehydration, and death of leaf cells and tissues [12].

Abscisic acid synthesized during salt stress causes stomatal closure by inhibition of guard cell expansion, which results in photoinhibition and oxidative stress due to reduced photosynthesis rates [13]. Sodium has a strong inhibitory effect on K^+^ uptake by the roots, therefore, plants growing on soils with excess Na^+^ ions often suffer under K^+^ deficits [14]. Potassium is critical for cell turgor, membrane potential, and various enzyme activities [15,16]. In particular, a high Na^+^/K^+^ ratio in the cytosol inhibits cytosolic enzymatic activities. However, K^+^ uptake and the K^+^/Na^+^ balance in Na^+^-stressed plants is partially rescued by a simultaneously occurring increased uptake of Ca^2+^ [17]. Calcium activates intracellular signaling pathways which regulate the expression and activity of Na^+^ and K^+^ transporters and suppress Na^+^ import by nonselective cation channels [18]. Salinity also inhibits reproductive development by inhibiting microsporogenesis and stamen filament elongation, enhanced programmed cell death, senescence of fertilized embryos, and ovule abortion [2,19].

Common bean (*Phaseolus vulgaris* L.) is the daily diet of more than 300 million people worldwide. This crop is the world’s most important food legume, far more than chickpeas, lentils, faba bean, and cowpea [20]. Nutritionists classify common bean as a nearly perfect food because of its high protein content and a generous amount of fiber, complex carbohydrates, and other dietary necessities [21]. However, the crop is sensitive to salinity and suffers yield losses under soil salinities of less than 2 dSm^−1^ [22]. Salt stress increased the germination time [23] and inhibited nodulation [24]. As a consequence, nitrogen fixation of the bacteroids is decreased due to their lower respiratory capacity and growth in common bean roots [25,26]. The number of leaves, plant height, root and shoot weight, transpiration, photosynthesis rate, and stomatal conductance were adversely affected in all common bean cultivars which were studied under salt stress [27]. Ghassemi-Golezani et al. [21] reported a loss of common bean yield up to 19.4% during salinity stress. Salinity decreases nodulation and nitrogen fixation mainly by reducing the activity of nitrogenase enzyme in the nodules of all legumes [28]. Salinity can alter nodule ultrastructure by increasing oxygen diffusion resistance in the nodules [29]. Accompanied by decreasing N2-fixation in nodules under salinity is the activity of reactive oxygen species (ROS)-scavenging enzymes such as catalase, superoxide dismutase, and ascorbate peroxidase and the level of antioxidants like ascorbic acid [30] resulting in accumulation of ROS in the nodules. However, the intensity of this adverse effects on nodule function depends on inoculated rhizobial strain and duration of exposure to saline conditions [31].

Salinity covers most semi-arid, arid, and coastal regions of Kenya. Arid and semi-arid areas in this country are characterized by high salt contaminations which originate primarily from weathering volcanic parent materials. In contrast, the salinity in the soils of the coastal areas originates mainly from the inundation of seawater, resulting in extremely high Na^+^, Cl^−^, HCO_3_^−^ and CO_3_^2−^ concentrations [6]. Salinity occurs on 1.92 million ha agricultural soil, equivalent to 4.26% of the total arid and semi-arid regions in the country [6]. Moreover, the area for which the electrical conductivity of the soil’s saturation paste extract (ECe) exceeds 4 dSm^−1^ is even larger. According to Sombroek et al. [32], these soils are estimated to cover approximately 18.0 million ha, accounting for about 40% of Kenya’s arid and semi-arid soils. These data demonstrate that drought remains the main challenge to agriculture, in particular for common bean cultivation in Kenya’s semi-arid and arid regions. In major agricultural regions of Kenya, the yield of common bean can potentially reach 1200 kg ha^−1^; however, the yield remains below 500 kg ha^−1^ [33,34]. Improved water and soil management can promote agricultural production on soil challenged by salinity, however, until recently, this was not successful in the Kenyan agriculture [35]. Although suitable biotechnological approaches may help to improve crop yield and soil health [36], those techniques are neglectable in comparison to strategies which deal with the more than 50% crop loss due to salinity. Soil bacteria can help plants to better adapt to saline soils with high osmotic stress, poor physical conditions, nutritional disorders and toxicities [2]. In particular, rhizosphere bacteria which provide the host with essential growth promoting compounds, such as N from fixed nitrogen, P from insoluble phosphates, insoluble Fe due to sequestration by bacterial siderophores, or phytohormones, are ideal and natural tools to promote crop productivity [37]. Rhizobia are ideal candidates for common bean production on saline soil because they fix nitrogen, solubilize phosphorus, protect the host against phytopathogens, and enable iron mobility to the plant cells [38,39,40]. Rhizobia-colonized common bean plants also perform better on saline soils, although the mechanism is not known. In this study, we present the novel rhizobium S3 isolated from common bean nodule from Kenya in our earlier study [41]. In this study, which was performed to determine the local isolates’ competence in Kenyan soils, S3 produced in common beans 2.1 times more seed dry weight than the untreated plants. Nodule formation by isolate S3 on common beans treated with the salt was comparable to those formed by the untreated plants S3 (data not shown). Plants inoculated with this rhizobium perform much better under salt stress in comparison to those which were inoculated with the commonly used and commercially available rhizobium strain CIAT899. S3 might be a promising candidate for agricultural applications in Kenyan saline soils.

## 2. Materials and Methods

### 2.1. Rhizobia Exposure to Salinity

Rhizobia strains (B3, S2, and S3), recently isolated from common bean nodules grown in Western Kenya and which showed high symbiotic efficiency and adaptability to various abiotic stresses such as acidity and aluminium toxicity [40,42] were grown in 50 mL minimal media in 250 mL flasks and maintained at 30 °C in an orbital shaker. Additionally, the commercial isolate *Rhizobium tropici* CIAT899, obtained from Nairobi microbial resource centers (MIRCENs), was used alongside the indigenous isolates. The media contained 1000 μM CaCl_2_⋅2H_2_O, 500 μM MgSO_4_⋅7H_2_O, 50 μM KCl, 25 μM FeEDTA, 3000 μM KH_2_PO_4_, 10 μM H_3_BO_3_, 1 μM MnSO_4_⋅H_2_O, 0.5 μM ZnSO_4_⋅7H_2_O, 0.1 μM CuSO_4_⋅5H_2_O, 0.025 μM Na_2_MoO_4_, 0.005 μM CoCl_2_⋅6H_2_O, 1.8 g/L sodium glutamate, and 10 g/L mannitol. Sodium glutamate were supplied as a filter sterilized solution. Six treatments with NaCl were applied; 0.1%, 0.25%, 0.5%, 1.0%, 2.0%, and 5.0%. After 48 h, the optical density of the cells was measured at OD_600_. The number of cells in each treatment was estimated from the standard curve obtained by the plate count method from optical density [43], and the experiments were independently repeated 5 times.

### 2.2. Salinity Exposure to Common Beans and Co-Cultivation with Rhizobia

Common bean seeds (Rosecoco cultivar) of uniform size were surface sterilized with 70% ethanol for 30 s and 5% sodium hypochlorous for 4 min and rinsed in 10 changes of sterile distilled water. The seeds were pre-germinated in sterile vermiculite (Raiffeisen Gartenbau GmbH & Co. KG, Erfurt, Germany) before being transferred to plastic jars supplied with sterile vermiculite. Three days later, the seedlings were inoculated with 1 mL of yeast extract mannitol broth with rhizobia (OD_600_ = 0.5). The experimental set up was as follows: plants supplied with reduced nitrogen (1 mM KNO_3_), plants inoculated with standard rhizobia CIAT899 or those inoculated with the indigenous rhizobia isolate S3. They were regularly moisturized and nourished with nitrogen free nutrient solution [44]. Seven days post-inoculation, half of the plants in each setup were irrigated with the nutrient media containing 300 mM NaCl. The other half (not treated with NaCl) were used as positive control. After 28 days, 3 × 5 nodules were carefully removed from 10 randomly picked plants for three replicates and immediately frozen in liquid nitrogen. Plant shoots were then dried in the oven for 96 h at 70 °C and weighed to obtained the shoot dry weight. The resulting yield from each treatment was calculated as follows:

$$\mathrm{Percent}\;\mathrm{Yield}=\frac{\mathrm{SDW}\;\left(t\right)}{\mathrm{SDW}\;\left(u\right)}\times 100$$

whereas SDW (t) is the shoot dry weight of the plants treated with NaCl, while SDW (u) the shoot dry weights of the untreated plants.

### 2.3. RNA Extraction, Sequencing, and Bioinformatics Analysis

RNA was extracted from nodules obtained from plants inoculated with isolate S3 and either treated or untreated with NaCl with three replications in each case. Nodules were crushed into a fine powder in liquid nitrogen followed by total RNA isolation with TRIzol^®^ reagent (Invitrogen, Waltham, MA, USA) following the manufacturer’s protocol [42]. RNA quantity was determined by measuring optical density at 260 nm while quality was estimated from 260/280 nm and 260/230 nm optical density ratios. Only samples with optical density ratios of 260/280 and 260/230 were send for RNA sequencing at Novogene Company Limited (Cambridge, UK) with Illumina Miseq (Illumina, Inc., San Diego, CA, USA) using company established procedures.

We first checked for the quality of reads using FastQC v0.11.8 [45] before removing low quality reads (Phred values below 20) and those containing adaptors using Trimmomatic v0.36 [46]. The resulting sequence reads are a mixture of RNA from rhizobia and common bean nodule tissue (meta-RNA). To utilize only reads that originated from rhizobia, we aligned the reads to the *R. phaseoli* strain R650 (NCBI accession: GCA_001664385.1) genome with Bowtie2 v2.4.4 [47]. Reads overlapping genes were counted using htseq-count from the HTSeq v2.0.2 [48] and differential gene expression was performed in DESeq2 v1.30.1 [49]. Differentially expressed genes (DEGs) were visualized as a volcano plot using Bioinfokit v2.1.0 [50].

Protein sequences belonging to DEGs were extracted from the proteome of *R. phaseoli* (accession GCF_001664385.1) with inhouse bash script and searched locally against the NCBI’s Conserved Domain Database (CDD) [51] using reverse position-specific blast (RPS-BLAST) script from BLAST + v2.13.0 for conserved domains. The domains were then searched against NCBI’s Clusters of Orthologous Groups of proteins (COGs) database [52] using cdd2cog.pl v0.1 [53] for the gene function. DEGs were also mapped to the Kyoto Encyclopedia of Genes and Genomes (KEGG) base [54] for further functional annotation of genes through the KEGG Automatic Annotation Server (KAAS) [55].

### 2.4. Quantitative Real-Time PCR (qPCR)

We performed quantitative PCR for aspartate aminotransferase, glutathione synthase, glutamate decarboxylase 1, ABC transporter permease, and potassium transporter ATPase genes as a validation of RNA-Seq results and to confirm the importance of the corresponding proteins for either synthesis or efflux into the host plants. The house-keeping genes, gyrase A (*gyr*A) and ATPase A (*atp*A) were run together with the five genes for internal normalization. RNA was extracted from the nodules of salt treated and untreated plants using TRIzol^®^ reagent (Invitrogen, Waltham, MA, USA). A cDNA library was prepared from high quality RNA using RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA, USA) guided by the manufacturer’s protocol. The reaction mixture was as follows: template (10 µg), 2.5 mM dNTPs (2 µL) (Thermo Fisher Scientific, Waltham, MA, USA), 10× DreamTaq buffer (2 µL) (Thermo Fisher Scientific, Waltham, MA, USA), 5 U/µL DreamTaq DNA Polymerase (0.25 µL) (Thermo Fisher Scientific, Waltham, MA, USA), 20× EvaGreen^®^ Dye (BIOZOL Diagnostica Vertrieb GmbH, Eching, Germany), 10 pM primers (1 µL) for each forward and reverse reactions, and water (to 20 µL). Primers used in this study (Table S1) were designed with the by Primer3Plus webserver [56] with default settings except for adjusting melting temperature to range from 60–65 °C. The real-time qPCR was performed on the CFX Connect Real-Time PCR Detection System (Bio-Rad) (Bio-Rad Laboratories GmbH, Feldkirchen, Germany) with the following thermocycling conditions: initial denaturation 95 °C; 3 min, denaturation 95 °C; 10 s, annealing 60 °C; 50 s, extension 72 °C; 1 min, cycles 40×. Analysis of the resulting data was implemented by delta-delta-Ct (2^^−∆∆CT^) method [57].

### 2.5. Quantification of γ-Aminobutyric Acid (GABA) and Amino Acids

The nodules were extracted in 0.5 mL of methanol and the extract was then diluted in the ratio of 1:10 (*v*:*v*) in water containing U-^13^C, ^15^N labeled amino acid mix (algal amino acids ^13^C, ^15^N, Isotec, Miamisburg, OH, USA) with a concentration of 10 µg of the mix per mL. GABA in the diluted extracts was directly analyzed by LC-MS/MS according to Scholz et al. [58]. The Agilent 1260 HPLC system (Agilent Technologies, Böblingen, Germany) was used to perform chromatography. Separation of 1 µL of the diluted sample was performed on a Zorbax Eclipse XDB-C18 column (50 × 4.6 mm, 1.8 µm, Agilent Technologies, Germany). 0.05% of formic acid in water was used as mobile phase A while acetonitrile was utilized as mobile phase B. The elution profile was as follows: 0–1 min, 3% B in A; 1–2.7 min, 3–100% B in A; 2.7–3 min 100% B, and 3.1–6 min 3% B in A. The mobile phase flow rate was put at 1.1 mL/min while the column temperature was put at 25 °C. The liquid chromatography was coupled to a QTRAP6500 tandem mass spectrometer (AB Sciex, Darmstadt, Germany) that was equipped with a Turbospray ion source operated in a positive ionization mode. The instrument parameters were optimized by the infusion experiments with pure standards. The ion spray voltage was maintained at 5500 eV. The turbo gas temperature was set at 620 °C, nebulizing gas, curtain gas, and heating gas were set at 70 psi, 40 psi, and 70 psi, respectively, while and collision gas was set at medium. The analyte parent ion → product ion: GABA (*m*/*z* 104.1 → 87.1; DP 51, CE 17), U-13C, 15N-Ala (*m*/*z* 94.1 → 47.1; DP 51, CE 17) was then monitored with the multiple reaction monitoring (MRM). Table 1 shows the MRMs of the amino acids proline, valine, leucine, and isoleucine. Both the Q1 and Q3 quadrupoles were kept at unit resolution. The Analyst 1.5 software (AB Sciex, Darmstadt, Germany) was employed in the data acquisition and processing. Each amino acid’s concentration was estimated relative to its corresponding labelled amino acids. GABA in the sample was quantified using U-^13^C, ^15^N-Ala, in which a response factor of 1.0 was applied.

## 3. Results and Discussion

### 3.1. Isolate S3 Is a Salt-Tolerant Rhizobia Strain

We first investigated the tolerance ability of three rhizobial strains (S3, S2 and B2) which were isolated from common bean nodules grown in Kenyan soil to grow in media with various concentrations of aqueous sodium chloride. Standard *R. tropici* CIAT899 was used as a control. The three isolates and the control CIAT899 demonstrated the highest growth rate with 1 mM NaCl in the medium, which dramatically decreased with increasing NaCl concentrations. Isolate S3 exhibited a significantly higher growth rate at 2 and 5 mM NaCl treatments than all other isolates except in the medium with 1 mM NaCl where its growth rate was equivalent to that of B3 (Figure 1). The osmoadaptive mechanisms of rhizobia differ among different strains depending on the osmolality of their periplasmic compartments and depends on their low molecular weight organic solute profiles [59], their extracellular polysaccharide patterns, the cell size and morphology [60]. Determination of tolerance to salinity should therefore be part of pre-screening procedures in the isolation of rhizobia for commercialization purposes.

### 3.2. Isolate S3 Reduced the Effect of Salinity and Weight Loss in Common Beans

Inoculated and un-inoculated common bean plants were exposed to NaCl stress. Irrespective of the inoculation, salinity caused yellowing of leaves of all plants. However, the yellowing phenotype was more severe in uninoculated plants compared to those treated with rhizobia (Figure 2A). Rady et al. [61] showed that accumulation Na^+^ and Cl^−^ ions induced nutritional imbalance by restriction of ion absorption including K^+^, Mg^2+^ and Ca^2+^, and NO_3_^−^ was the main reason for the yellow phenotype in the leaves. Significant reduction of leaf yellowing in rhizobia-treated plants suggests that bacteria might restore the nutritional balance in the host. Furthermore, rhizobia-treated plants showed significantly higher capacities for water uptake compared to the untreated controls (data not shown). This indicates that the bacteria release osmotic stress in the salt-stressed hosts by interfering with the ion homeostasis.

Saline stress caused about 60–75% shoot dry weight loss of uninoculated common bean plants under our growth conditions. S3 inoculated plants lost about 60% yield whereas 73% loss was observed for uninoculated plants and those inoculated with CIAT899 (Figure 2B). Therefore, S3 inoculated plants performed significantly better than those inoculated with CIAT899 or without inoculation. These results indicate that the novel strain S3 but not CIAT899 protects their hosts against salt stress. Similarly, Jebara et al. [62] showed that common bean inoculated with native salt tolerant rhizobia have larger shoots than those inoculated with CIAT899 in hydroponic cultures. Additionally, Estévez et al. [63] found that the beneficial effects of rhizobia on plant growth depend on the bacterial species. Cordovilla et al. [64] postulated that the salt stress-induced decline in the host’s dry weights is caused by lower nitrogen content in shoots. The extend of the stress symptoms for the plants depends on the nitrogen fixation capacity of the rhizobia under salt stress. Thus, salinity tolerance of the rhizobial strains is probably a crucial parameter for the performance of inoculated common beans under salt stress.

### 3.3. Rhizobia Gene Expression in the Nodules during Salinity Stress

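Nodules came from common bean plants inoculated with the rhizobial isolate S3, which were either irrigated with 300 mM NaCl from 7 days post-inoculation or left untreated, and were harvested after 28 days, with 3 replicates in each group. Total RNA of a nodule holds plant and bacterial transcripts, and the authors kept the reads that aligned with Bowtie2 to the genome of R. phaseoli R650, a reference strain with a chromosome and 4 plasmids named pRphaR650a to pRphaR650d. The deposited values are raw counts of reads for 6167 genes, without normalization. The methods name htseq-count for this step and the results name bedtools, and the use of strand in counting is not given in the sources used here. The total counts were 19493714, 15957522 and 20078636 in untreated replicates 1, 2 and 3, and 10870456, 12934572 and 15875602 in salt-treated replicates 1, 2 and 3. The totals of the groups did not overlap, by the narrow margin between untreated replicate 2 and salt-treated replicate 3 (two-sided exact permutation test, p = 0.1, the smallest p this design allows), and without the 10 most abundant genes they did overlap (p = 0.2 in the same test). Salt-treated replicates 2 and 3 differed from each other far less than any other pair, with a chi-square of 3.72 per degree of freedom against at least 59.9 for every other pair, but by more than counting noise. This does not show that they are independent, since 2 libraries of 1 RNA pool could differ by as much. They were kept as separate samples, as labelled, and every n = 3 given for the salt-treated group rests on this; counted as 1 sample, an alternative chosen after the data were seen, 161 genes passed in the edgeR fit in place of 501. Counts were normalized with the TMM method of edgeR, genes with low counts were removed with its default filter, and the remaining 5946 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A positive log2 fold change is given throughout for higher counts in the samples labelled salt-treated. Gene symbols and positions were taken from the RefSeq annotation of the same R650 assembly, in which 6131 of the 6167 genes were found and 1055 carried a symbol. That table lists no product names, COG or KEGG terms, so that the genes behind the terms of the paper were matched by symbol only. Copies of a gene can share reads. The 2 copies of nifD on pRphaR650c had the same count in all 6 samples, while the 3 copies of nifH there had different counts.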

Expression profiles for the bacterial genes in the nodules of the plants were obtained for three biological replicates. 

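In the edgeR fit, 501 of the 5946 tested genes passed an adjusted p of 0.05, of which 333 had higher and 168 had lower counts in salt-treated nodules by the sample labels. At an unadjusted p under 0.05 there were 1671 genes, where 297 would be expected by chance. The normalized counts of the groups did not overlap for 35.9% of the tested genes, against 10% expected by chance for 3 against 3 samples. With the DESeq2 Wald test on the same counts, 1069 genes passed, 540 of them higher and 529 lower in salt-treated nodules, and all 501 genes of the edgeR fit were among them. Without TMM factors, that is with total counts only, the edgeR fit called 542 genes higher and 111 lower. With 1 replicate left out in turn, the number fell furthest without salt-treated replicate 2, to 169 genes in the edgeR fit. For the sign of the fold changes, all 1069 genes of Table S2 carry the deposited counts under the matching headings of treated and untreated replicates. Their log2 fold changes in Table S2 are positive where the counts of the untreated replicates are higher, and 0% of them have the sign of salt-treated over untreated. A DESeq2 fit of the deposited counts coded as untreated over salt-treated differed from the log2 fold changes in the authors' deposited table by at most 3.3e-05.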

The transcript abundance for each gene as estimated by bedtools, and the Deseq2-based analysis uncovered that 1069 (Table S2) bacteroid genes in the nodules were differentially expressed when the plants were exposed to 300 mM salt stress. With a cutoff of adjusted *p*-value ≤ 0.05 and fold change ≥2, 146 genes were up-regulated and 151 genes down-regulated during salt stress (Figure 3). 

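At an adjusted p of 0.05 and a fold change of at least 2, the edgeR fit gave 141 genes with higher and 66 genes with lower counts in the samples labelled salt-treated. With DESeq2 the counts were 151 genes higher and 146 genes lower in salt-treated samples. All 146 genes that Table S2 lists with a log2 fold change of at least 1 had higher normalized counts in untreated samples, with a median log2 fold change of salt-treated over untreated of -1.17. All 151 genes at -1 or below had higher counts in salt-treated samples, with a median of 1.31. With 1 replicate left out in turn, the higher side held between 117 and 147 genes. The lower side held 14 genes without salt-treated replicate 2, 18 without salt-treated replicate 3, 20 without untreated replicate 3, 38 without untreated replicate 1 and 106 without untreated replicate 2. When the fold change itself was tested against 2 with glmTreat of edgeR, 16 genes were higher and 0 lower, with 92 and 27 genes at an unadjusted p under 0.05. Among genes without overlap between the groups, the largest increase was that of AMC88_RS11415, on the chromosome of R650 from 2350653 to 2351018, with 127 ± 33.3 normalized counts (CPM, the unit of all normalized counts given) in salt-treated and 6.91 ± 1.80 in untreated nodules (SD, n = 3 each). Its log2 fold change was 4.20 (standard error 0.27, adjusted p = 0.000373, edgeR quasi-likelihood test). Next came AMC88_RS13555 with a log2 fold change of 4.04, AMC88_RS08925 with 3.31, AMC88_RS33505 with 2.93 and AMC88_RS05205 with 2.74, all on the chromosome. The largest decrease was that of AMC88_RS30560, on plasmid pRphaR650d from 739822 to 741024, with 53.9 ± 11.4 normalized counts in salt-treated and 198 ± 46.1 in untreated nodules (SD, n = 3 each). Its log2 fold change was -1.87 (standard error 0.23, adjusted p = 0.00309 in the same test). AMC88_RS31400 followed on the same plasmid with -1.87, AMC88_RS21795 on pRphaR650a with -1.66, AMC88_RS24610 on pRphaR650b with -1.61 and AMC88_RS24355 on pRphaR650b with -1.54. AMC88_RS31400, AMC88_RS21795 and AMC88_RS24355 no longer passed the threshold when untreated replicate 1 or 3 or salt-treated replicate 2 or 3 was left out. None of these 10 genes has a symbol in the annotation.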

The up-regulated genes were further analyzed because they might enable synthesis or transport of substances relevant for salinity tolerance of the host.

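The genes with a log2 fold change of at least 1 in Table S2 were located on the replicons of R650. Whether isolate S3 carries them on the same replicons is not known, since its genome was not used here. Of the 146 genes, 145 were found in the annotation, 41 of them on plasmid pRphaR650a, 37 on pRphaR650b, 49 on pRphaR650d, 17 on the chromosome and 1 on pRphaR650c. This is 12.3% of the genes counted on pRphaR650a and 0.403% of those counted on the chromosome. Of the 151 genes at -1 or below in Table S2, 135 lay on the chromosome. The shift was not limited to genes past the threshold. Over all tested genes, the median log2 fold change of salt-treated over untreated was -0.39 on pRphaR650a, -0.46 on pRphaR650b, -0.33 on pRphaR650d, -0.0020 on pRphaR650c and 0.09 on the chromosome. For each 100 reads on the chromosome, plasmids a, b and d together had 47.2, 30.9 and 34.0 reads in untreated replicates 1, 2 and 3, and 22.1, 29.8 and 30.2 in salt-treated replicates 1, 2 and 3 (two-sided exact permutation test, p = 0.1, the smallest p possible). Replicates of 1 group differed as much as the groups. The median gene of these 3 plasmids was 0.60 higher on the log2 scale in untreated replicate 1 than in untreated replicate 2, while the difference between salt-treated replicates 1 and 2 was -0.45. When each replicon was normalized separately, an alternative chosen after the data were seen, 42 genes were at least 2-fold lower in salt-treated nodules, of which 21 lay on plasmids a, b and d. In the fit without this step, 52 of the 66 genes lay there.

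**Figure D1:**
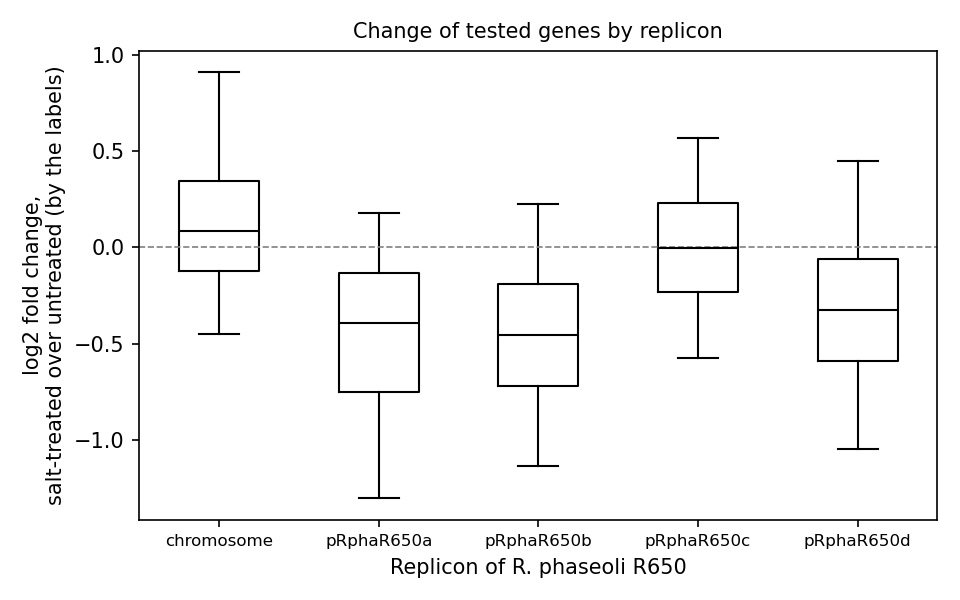
Log2 fold change of salt-treated over untreated nodules (vertical axis, by the sample labels) for the tested genes of each replicon of R. phaseoli R650 (horizontal axis). Boxes give the median and quartiles and whiskers the percentiles 5 and 95; the medians of pRphaR650a, pRphaR650b and pRphaR650d lie at -0.39, -0.46 and -0.33 and that of the chromosome at 0.09.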

### 3.4. Annotation of the Up-Regulated DEGs

Out of 146 upregulated genes, 135 (92.4%) could be mapped to the cluster of orthologous groups (COGs) (Table S3) while 100 (68.5%) to the KEGG pathways. The most enriched COGs were those involved in energy production, metabolism and transport of amino acids, carbohydrates, and inorganic ions (Figure 4).

#### 3.4.1. Amino Acid Transport and Metabolism

The gene for a choline dehydrogenase (COG2303), an enzyme that catalyzes the first reaction in the formation of the osmoprotectant glycine betaine through the choline oxidation pathway was upregulated under salt stress. 

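The gene annotated as betA, the symbol of choline dehydrogenase, lies on the chromosome of R650 from 1237399 to 1239048 (AMC88_RS06000). Its log2 fold change in Table S2 is negative, so that it is not among the 146 genes that the paper took as up-regulated and annotated, and it is not the gene behind COG2303 there. It had 22.8 ± 2.09 normalized counts in salt-treated and 13.7 ± 2.14 in untreated nodules (SD, n = 3 each), higher in every salt-treated sample than in every untreated one. The log2 fold change was 0.73 (standard error 0.17, adjusted p = 0.0414 in the edgeR quasi-likelihood test). It no longer passed the threshold of 0.05 when any 1 of the 6 samples was left out, with log2 fold changes between 0.61 and 0.83 and adjusted p between 0.0505 and 0.142.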

Although accumulation of glycine betaine is important for controlling the water content in the microbial cytoplasm [65], up-regulation of various genes for ABC-type proline/glycine betaine transport systems (ATPases and permeases) (COG1125, COG1174, COG4175, COG4176) suggests that the rhizobial betaine is also transported to the host cells under salt stress. 

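The annotation holds 3 genes with symbols of glycine betaine or choline uptake systems, all on the chromosome. None of them is among the 146 genes that the paper annotated as up-regulated, so that they are other genes than those behind its COG terms. The gene osmF (AMC88_RS02610, 534608 to 535516) had the highest counts of the 3, with 322 ± 43.8 normalized counts in salt-treated and 406.5 ± 30.0 in untreated nodules (SD, n = 3 each). Its log2 fold change was -0.34 (standard error 0.13, adjusted p = 0.152, edgeR quasi-likelihood test), and the samples of the groups overlapped. With separate normalization of each replicon, an alternative chosen after the data were seen, osmF passed the threshold as lower in salt-treated nodules (log2 fold change -0.43, adjusted p = 0.0418, edgeR). The neighbouring genes choW (3289241 to 3290086) and choV (3290083 to 3291135) were higher in every salt-treated sample, with log2 fold changes of 0.47 and 0.44, but did not pass the threshold (adjusted p = 0.0681 and 0.0694 in the same test). With DESeq2, choW and choV did pass.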

Microbial betaine has been shown to significantly improve rice and tobacco salinity stress tolerance [66]. Furthermore, degradation of branched chain amino acids enhanced drought tolerance in *Arabidopsis thaliana* since they are used as substrates for the citric acid cycle under water stress [67]. In this study, transcripts for the degradation of all three branched chain amino acids were elevated in the nodules of plants treated with NaCl during RNA-Seq. This observation was also noted on quantifying the amount of valine, leucine, and isoleucine from nodules of salt treated plants were compared with those from untreated plants (Figure 5). 

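The counts of 3 genes with symbols of branched-chain amino acid transport and synthesis were compared between the groups. Of these, leuB is among the 146 genes that the paper annotated as up-regulated, while livM and ilvA are not in Table S2. The gene livM (AMC88_RS17190, chromosome, 3558208 to 3559599), a permease subunit by its symbol, had 48.1 ± 7.52 normalized counts in salt-treated and 45.3 ± 3.64 in untreated nodules (SD, n = 3 each). This difference lay within the spread of the replicates (log2 fold change 0.08, standard error 0.15, adjusted p = 0.748, edgeR quasi-likelihood test) and changed sign to -0.049 without salt-treated replicate 1. For leuB (AMC88_RS21525, chromosome, 4487044 to 4488156), the symbol of 3-isopropylmalate dehydrogenase, 91.4 ± 8.51 normalized counts were found in salt-treated and 181 ± 41.9 in untreated nodules (SD, n = 3 each). It was lower in every salt-treated sample, with a log2 fold change of -0.99 (standard error 0.18, adjusted p = 0.0163 in the same test). Without salt-treated replicate 2 or 3 the adjusted p of leuB in edgeR was 0.0887 or 0.0736. For ilvA (AMC88_RS09065, chromosome, 1863698 to 1864948), the symbol of threonine dehydratase, the log2 fold change of -0.075 was within the spread of the replicates (standard error 0.12, adjusted p = 0.708).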

Since genes for both ABC-type branched-chain amino acid transporting ATPases and permeases (COG0410, COG0411, COG0683, COG4177) were upregulated, elevated transcript levels for these transporters together with those for enzymes involved in the synthesis of leucine from oxoisovalerate (K00052), as well as isoleucine and valine from threonine and pyruvate (K17989, K00052) point to the importance of microbe-derived branched-chain amino acids for salt tolerance of the plants. Finally, transcripts for permeases (COG1176, COG1177) and the ATPase COG3842 involved in putrescene transport were elevated under salt stress. The importance of putrescene in the management of salt stress has been demonstrated before: exogenously applied phytoputrescene increased the efficiency of photosystem II, inhibited Na^+^ and Cl^−^ but increased K^+^ and Mg^2+^ uptake in different tissues of cucumber seedlings under salt stress [68]. Therefore, biosynthesis and transport of microbial putrescine to the host plants participates in the general plant tolerance response to salinity. Transcripts for cysteine synthase (COG0031) and the cysteine transport system K02424 were also upregulated under salt stress. 

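The annotation names 1 gene cysK, the symbol of cysteine synthase (AMC88_RS01795, chromosome of R650, 365806 to 366768), and other genes of COG0031 could not be identified by symbol. This gene is not in Table S2, so that it is not the one the paper found up-regulated. Its normalized counts were 156 ± 19.4 in salt-treated and 186 ± 15.0 in untreated nodules (SD, n = 3 each). The groups overlapped, and the log2 fold change of -0.26 did not pass the threshold (standard error 0.13, adjusted p = 0.24, edgeR quasi-likelihood test).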

Cysteine is a thiol amino acid that regulates plant growth and various abiotic stresses. The amino acid enhances the rate of photosynthesis, increased the quantity of proline, nitrates, phosphorus, and potassium, increased the activity of catalase and superoxide dismutase in salinity-stressed soybean seedlings [69].

Glutamate metabolism seems to play a vital role in microbe-induced salt tolerance in the host plant. 

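Of the enzymes around glutamate, a gene with the symbol of glutathione synthase, gshB (AMC88_RS01780, chromosome of R650, 362223 to 363170), was found. It is in Table S2 but not among the 146 genes that the paper annotated as up-regulated, so that it need not be the gene behind K01920. There were 240.1 ± 19.6 normalized counts in salt-treated and 309 ± 15.1 in untreated nodules (SD, n = 3 each), and every salt-treated sample was below every untreated one. The log2 fold change was -0.36 (standard error 0.11), with an adjusted p of 0.0862 in the edgeR quasi-likelihood test. DESeq2 gave an adjusted p of 0.0387, so that gshB passed the threshold with that tool. It also passed in edgeR with separate normalization of each replicon, an alternative chosen after the data were seen (log2 fold change -0.45, adjusted p = 0.0404), and under none of the other alternatives.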

Glutamate is potentially further metabolized to glutathione through elevated transcript levels for the glutathione synthase (K01920), to gamma aminobutyric acid through elevation of glutamate decarboxylase 1 (K01580), and to proline through elevated gamma-glutamyl phosphate reductase mRNA levels (COG0014). Furthermore, the bacterial cells in the nodule appear to promote glutamate biosynthesis for the formation of the described molecules, e.g., by elevating transcript levels for the biosynthesis of glutamate from 5-oxoproline (K01469) and from aspartate via the aspartate aminotransferase (K14454, COG0075). 

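For the formation of glutamate from 5-oxoproline, the annotation names 1 gene pxpB, a 5-oxoprolinase subunit by its symbol (AMC88_RS23175, plasmid pRphaR650a, 310793 to 311500). It is not in Table S2, so that it is not the gene the paper found up-regulated. It had 10.7 ± 3.81 normalized counts in salt-treated and 15.1 ± 5.19 in untreated nodules (SD, n = 3 each). The difference was within the spread of the replicates (log2 fold change -0.50, standard error 0.33, adjusted p = 0.355, edgeR quasi-likelihood test) and close to the median of -0.39 for all tested genes of this plasmid.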

Glutathione can be transported across rhizobia membrane as indicated by higher transcript levels for the K13889, a substrate-binding protein of the glutathione transport system. Additionally, the level of GABA which is transported through the branched-chain amino acid transport permease K01999 [70] is upregulated under salt stress at the mRNA level. Since we did not observe the upregulation of any proline transporter or catabolic enzymes, this amino acid might be needed by the bacterium itself (Figure 6).

Both GABA and glutathione are important for plants under stress. Exogenously applied GABA increased soluble sugar and proline contents, alleviated damage to membranes, reduced oxidative damage, and increased enzymatic antioxidant activity of the salt-treated maize seedlings [71]. GABA increased plant height, dry and fresh weights, as well as the chlorophyll content in salt-stressed plants, while it reduced the Na^+^ concentration in the leaves and roots by preventing Na^+^ influx in roots and its transport to leaves in salt-stressed tomato [72]. On the other hand, glutathione also improves plant performance under salt stress: for instance, transgenic tobacco plants overproducing glutathione grew faster than the control seedlings under salt stress [73]. Glutathione protects the plasma membrane by prevention of lipid peroxidation and reduction of passive Na^+^ influx [74]. Salinity results in the accumulation of methylglyoxal which inhibits cell proliferation, increases protein degradation, forms adducts with guanyl nucleotide in DNA, and inactivates antioxidant defense system in plants [75]. Glutathione acts as a cofactor in the glyoxalase system that detoxifies methylglyoxal [76]. Quantitative real-time PCR indeed confirmed elevated transcript levels for the aspartate amino transferase, glutathione synthetase, and glutamate decarboxylase in the bacteroids during salinity stress, although only the expression of the glutathione synthetase gene was significantly different from that in the untreated cells at *p* ≤ 0.05 (Figure 7A). Furthermore, more GABA (significantly higher at *p* ≤ 0.05) and proline (not significant) accumulated in the nodules of salt-treated plants when compared to their untreated controls (Figure 7B).

#### 3.4.2. Inorganic Ion Transport and Metabolism

The importance of nutrient, ion and metabolite exchange between the two symbionts under salt stress is clearly visible by the large number of transporter genes which are upregulated in the rhizobium. Thus includes ABC-type transporters for phosphate (COG0573, COG0581, COG1117, COG3221, COG3638, COG3639), transporter for nitrate (COG0600), iron (COG1178), potassium (COG2060, COG2072, COG2216), manganese/zinc (COG1121), taurine (COG4521, COG4525), hemin (COG4559), enterochelin (COG4604, COG4605, COG4606), and siderophores (COG0609, COG1120, COG4615). Moreover, genes for non-ABC transporters such as for an alkaline phosphatase (COG1785), enterochelin esterase (COG2382), and nitrous oxidase (COG3420) were also upregulated. 

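Genes matched to several of these transporters were found by symbol. Of those described here, pstC and phnG are among the 146 genes that the paper annotated as up-regulated, and tauA and znuA are not. The phosphate permease gene pstC (AMC88_RS02745, chromosome, 563083 to 564564) had 319 ± 76.0 normalized counts in salt-treated and 707 ± 202 in untreated nodules (SD, n = 3 each). Its log2 fold change by the sample labels was -1.15 (standard error 0.24, adjusted p = 0.0287, edgeR quasi-likelihood test). This call was lost without untreated replicate 2 or 3 and without salt-treated replicate 2 or 3, with adjusted p up to 0.116. In the phosphonate cluster, phnG, a gene that is not itself one of transport by its symbol (AMC88_RS01060, chromosome, 228588 to 229064), had 1017 ± 25.1 normalized counts in salt-treated and 2063 ± 470.4 in untreated nodules (SD, n = 3 each), a log2 fold change of -1.02 (standard error 0.17, adjusted p = 0.0112 in the same test). Without salt-treated replicate 2 or 3 its adjusted p was 0.0624 or 0.056. The taurine gene tauA (AMC88_RS21790, plasmid pRphaR650a, 15377 to 16390) was lower in every salt-treated sample, with 72.8 ± 28.7 normalized counts against 137 ± 13.6 (SD, n = 3 each), but did not pass the threshold (log2 fold change -0.91, standard error 0.29, adjusted p = 0.0917). It passed with DESeq2 (adjusted p = 0.0182) and without salt-treated replicate 1 (adjusted p = 0.0367 in edgeR), and the median of its plasmid was -0.39. The zinc gene znuA (AMC88_RS13885, chromosome, 2853915 to 2854937) was higher in every salt-treated sample, with 27.3 ± 1.08 normalized counts against 18.1 ± 2.95 (SD, n = 3 each), and did not pass either (log2 fold change 0.59, standard error 0.16, adjusted p = 0.062). It passed with DESeq2 (adjusted p = 0.0161), with total counts only (adjusted p = 0.0337 in edgeR), without untreated replicate 2 (adjusted p = 0.0494 in edgeR) and with separate normalization of each replicon, chosen after the data were seen (adjusted p = 0.0471 in edgeR). Of the 41 genes matched to the claims of the paper by symbol, only 5 (leuB, pstC, phnG, kdpA and kdpB) are among those 146, and all 5 had lower counts in salt-treated nodules by the labels. The other 36, of which 27 were lower and 9 higher, share a function by symbol but are not the genes in the paper's list. Of the 41 genes, 13 lower and 1 higher passed the threshold over all genes tested. The 41 hold 6 phn genes that are not of transport by symbol, and 4 of these are among the 13. With p adjusted over the list alone, 20 genes passed, which is not independent evidence since the study chose its claims on these samples. The paper states that the importance of nutrient, ion and metabolite exchange between the symbionts is visible in its number of up-regulated transporter genes.

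**Figure D2:**
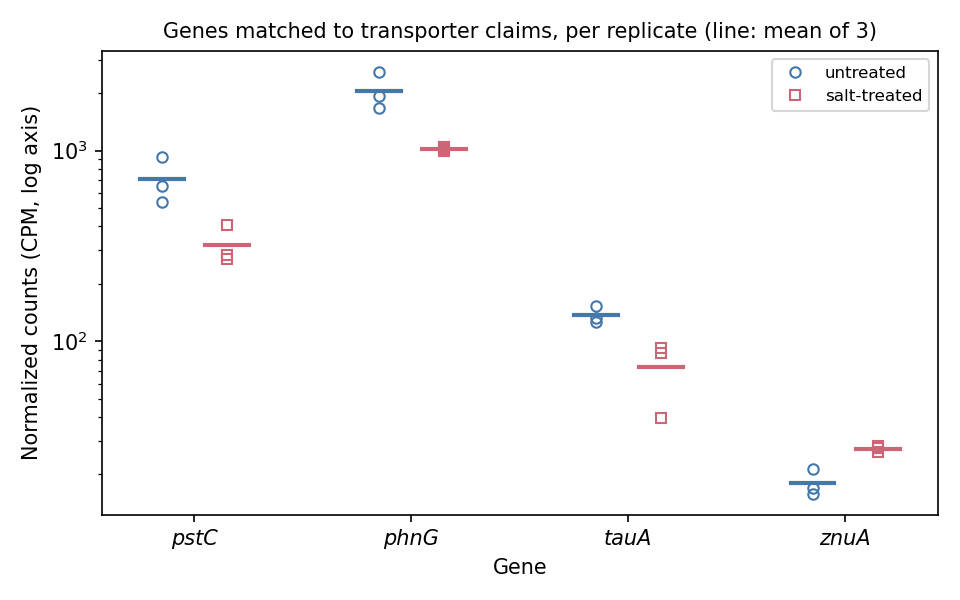
Normalized counts (CPM, vertical log axis) of pstC, phnG, tauA and znuA in the 3 untreated (circles) and 3 salt-treated (squares) replicates, with lines at the group means. The means of pstC lie at 707 and 319 and those of phnG at 2063 and 1017 in untreated and salt-treated samples; znuA is the one gene of these with a higher mean in salt-treated samples.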

Salinity stress causes low nutrient ion levels, for example shortage of macronutrients (N, P, Mg, K and Ca) and micronutrients (Zn, Fe, Mn, and Cu) as a result of extreme imbalances in the uptake ratios of Na^+^/K^+^, Na^+^/Ca^2+^, and Cl^−^/NO_3_^−^ [77]. This increases the plant’s susceptibility to osmotic stress, ion injury, nutritional disorders, poor plant health and reduced yield [78].

The alkaline phosphatase (COG1785) removes phosphate groups from proteins, nucleotides, and alkaloids [79]. Up-regulation of the gene for this enzyme in bacteroids, as well as of genes for various extracellular phosphate transporting proteins indicates that dephosphorylation reactions in bacteria lead to accumulation of orthophosphates that are then exported to plant tissues during salt stress. 

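As a set, the 13 tested genes with pst and phn symbols, which hold phosphate and phosphonate transport genes and other genes of the phosphonate cluster, had a median log2 fold change of -0.79 by the sample labels, with 12 genes lower and 1 higher in salt-treated nodules, and 10 of the lower ones passed the threshold singly. Of the 13 genes, pstC and phnG are among the 146 that the paper annotated as up-regulated. The set differed from the other genes in the camera test with its preset inter-gene correlation of 0.01 (adjusted p = 4.38e-09 over 6 sets) and changed in the fry rotation test (adjusted p = 0.00626). With the correlation estimated from the 6 samples, the camera test did not pass (adjusted p = 0.191). The 7 transport genes alone (pstA, pstB, pstC, phnC, phnD and both phnE genes), a choice made after the data were seen, had a median of -0.81, were all lower in salt-treated nodules, and gave adjusted p of 1.75e-06 with camera, 0.017 with fry and 0.285 with the estimated correlation. The 6 other phn genes had a median of -0.76. Within the pst genes, pstA and pstB had log2 fold changes of -0.89 and -0.81. Of the 10 phn genes, phnF and phnN were nearly level with log2 fold changes of 0.036 and -0.079, while the others lay between -1.02 and -0.66. Alkaline phosphatase could not be matched by symbol.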

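The kdp genes for the K+ transporting ATPase lie on plasmid pRphaR650b of R650, and kdpA and kdpB are among the 146 genes that the paper annotated as up-regulated. The gene kdpA (AMC88_RS24375, 225044 to 226747) had 29.6 ± 2.31 normalized counts in salt-treated and 61.3 ± 20.4 in untreated nodules (SD, n = 3 each). Its log2 fold change by the labels was -1.05 (standard error 0.25, adjusted p = 0.043, edgeR quasi-likelihood test). For kdpB (AMC88_RS24370, 222920 to 224980), 58.4 ± 10.7 and 140 ± 55.6 normalized counts were found (SD, n = 3 each), a log2 fold change of -1.26 (standard error 0.30, adjusted p = 0.043 in the same test). Every salt-treated sample was below every untreated one for both genes. Both calls were lost when any 1 sample other than untreated replicate 2 was left out, with adjusted p up to 0.133. The median over all tested genes of this plasmid was -0.46. With each replicon normalized separately, chosen after the data were seen, the log2 fold changes were -0.57 for kdpA (adjusted p = 0.064, edgeR) and -0.78 for kdpB, which still passed, and with total counts only the adjusted p of kdpA was 0.0502 in edgeR.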

Up-regulation of two genes for proteins involved in K^+^ transport (K^+^ transporting ATPase and a flavoprotein involved in K^+^ transport) likely enables efflux of microbial K^+^ ions into the host plant under salt stress. Elevated K^+^ levels in the salt-stressed plant improves plant growth, photosynthesis, antioxidant enzyme activities, and the ascorbate and glutathione contents, which results in lower oxidative stress as shown for the leaves of *Brassica campestris* [80]. Besides K^+^, NO_3_^−^ appears to be exported to the host since the microbial NO_3_^−^ transport system is upregulated as well. Nitrogen acquisition by the host plant may represent a potential strategy of overcoming salinity-mediated stress, since exogenously supplied nitrates decreased lipid peroxidation, electrolyte leakage from the leaves, and stimulated the antioxidant defense system, enhanced the osmolyte levels including free amino acids and soluble sugars in *Gossypium hirsutum* seedlings [81,82]. The identified ABC transporter for K^+^ confirms this hypothesis (Figure 8).

Since Fe exists in two different oxidation states (Fe^2+^ and Fe^3+^), it is a crucial component of redox reaction in respiration and photosynthesis [83]. 

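The annotation names 4 genes by symbols of iron siderophore or hemin use, and none of them passed the threshold or is in Table S2, so that they are other genes than those behind the paper's iron claims. The one with the highest counts, fhuF (AMC88_RS27885, plasmid pRphaR650d, 136507 to 137292), had 32.7 ± 11.1 normalized counts in salt-treated and 39.2 ± 12.2 in untreated nodules (SD, n = 3 each), a difference within the spread of the replicates (log2 fold change -0.26, standard error 0.31, adjusted p = 0.618, edgeR quasi-likelihood test). The median of its plasmid was -0.33, and without salt-treated replicate 1 the value was 0.0023. Of the other 3 genes, fhuB and hmuQ were lower, with log2 fold changes of -0.47 and -0.16, and hemP was higher with 1.11 at a mean of 17.2 counts per sample. Genes for enterochelin could not be matched by symbol. Genes with iron symbols other than of siderophores or hemin were not matched to these claims. Among them, mbfA (AMC88_RS01460, chromosome) was lower in every salt-treated sample. Its log2 fold change was -1.17 (standard error 0.13, adjusted p = 0.00261, edgeR quasi-likelihood test). The authors' log2 fold change of 1.19 (adjusted p = 4.345e-12, DESeq2) puts mbfA among the genes that the paper took as up-regulated. The gene irrA was higher with 0.36 but did not pass (adjusted p = 0.246, edgeR).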

Genes involved in Fe transport from nodule bacteroids to the host plant cells code for hemin, siderophore, and enterochelin biosynthesis enzymes and are upregulated under salt stress. It has been hypothesized that upon entry into the plant tissues, these molecules are further transported to the rhizosphere through plant sidorophore efflux mechanisms [84,85] to enhance Fe absorption from the soil by the salinity stressed plants. Furthermore, in addition to Fe, siderophores produced by *Bacillus subtilis*, *Arthrobacter sulfonivorans*, and *Enterococcus hirae* increased zinc mobilization in wheat genotypes [86].

Salinity limits water absorption in plants, and may lead to osmotic stress. Soluble carbohydrates or sugars play a crucial role as osmolytes in salinity-stressed plants by regulating osmotic adjustment and carbon storage in plants [87]. 

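By symbol, 10 genes were grouped as sugar ABC transporters, of which 8 had lower and 2 had higher counts in salt-treated nodules, with log2 fold changes between -0.64 and 0.61. They include ugpA, ugpB and ugpE, all among the lower ones, which by symbol are of glycerol phosphate transport. The set was not tested without these. None of the 10 genes passed the threshold or is in Table S2, so that they are other genes than those behind the paper's sugar transport terms. The most abundant, chvE (AMC88_RS16320, chromosome of R650, 3379789 to 3380853), a sugar-binding protein by its symbol, had 1548 ± 418 normalized counts in salt-treated and 1981 ± 302 in untreated nodules (SD, n = 3 each). The groups overlapped (log2 fold change -0.36, standard error 0.20, adjusted p = 0.286, edgeR quasi-likelihood test). As a set, the 10 genes had a median log2 fold change of -0.089 and did not differ from the other genes (camera, adjusted p = 0.562).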

Several upregulated genes for permeases belonging to the major facilitator superfamily (COG0477) are possibly involved in the transport of simple sugars, inositols, amino acids, organophosphate esters, nucleosides, and Krebs cycle metabolites [88], or ABC-type sugar transporting permeases and ATPases (COG1129, COG1175, COG1653, COG1879, and COG3839) may facilitate the transport of maltose, galactose, raffinose, sorbitol, mannitol, or trehalose. Furthermore, genes for an arabinose efflux permease (COG2814) and citrate lyase (COG230) were also upregulated. In a study on the metabolite profiles of salt-stressed barley genotypes, sucrose, mannitol, inositol, and trehalose accumulated in roots while raffinose accumulated in both leaves and roots during salt stress [89]. Maltose accumulated in salt stressed *A. thaliana* [90] and might be involved in the biosynthesis of stress-dependent cell wall reorganization. Elevated maltose levels in the plastids of *A. thaliana* during salt stress might protect photosynthetic thylakoid proteins [91,92]. Up-regulation of soluble carbohydrate transporter genes therefore ensures that osmolytes are transported into the host plant during salinity stress. Citrate lyase is involved in the generation of acetyl-CoA and oxaloacetate which enters the citric acid cycle and may be converted to glutamate during salt stress. Maintaining cell wall integrity is critical for salinity tolerance. Arabinose is the integral component of many cell wall-localized glycoproteins and several cell wall polysaccharides [93]. Zhao et al. [94] reported reduced root elongation phenotype in an *A. thaliana* mutant incapable of arabinose biosynthesis during salt stress. The short root phenotype was rescued after the exogenous application of arabinose. Efflux of arabinose from bacteria to the host plant may also be one of the mechanisms that participate in salt tolerance resistance in rhizobia-colonized hosts.

## 4. Conclusions

We demonstrated that salt tolerant rhizobia can help host plants to cope with salinity stress. Salinity deprives the plant with water and nutrients through intolerable osmolarity and interreference in the absorption of important minerals. Expression profiles indicated that nodule bacteroids may restore the nutritional imbalance by mobilizing some of the minerals such as phosphates, calcium, potassium, iron, and nitrate into the stressed plants. Furthermore, rhizobia can synthesize agents such as siderophore and enterochelin and thus promote iron mobilization to improve the plants’ ability to absorb the ion. Upregulation of genes responsible for biosynthesis and transport of simple sugars, inositols, amino acids, organophosphate esters, nucleosides, and Krebs cycle metabolites is crucial in enhancing osmotolerance in saline stressed plants. Moreover, rhizobia supplied GABA and glutathione to the host plants prevents lipid peroxidation and activates antioxidant enzymes hence alleviating effects of oxidative stress in salt-stressed plants. Therefore, the ability of rhizobia to enhance salt tolerance in host plants is an important criterion for agricultural application.

## Figures and Tables

**Figure 1:**
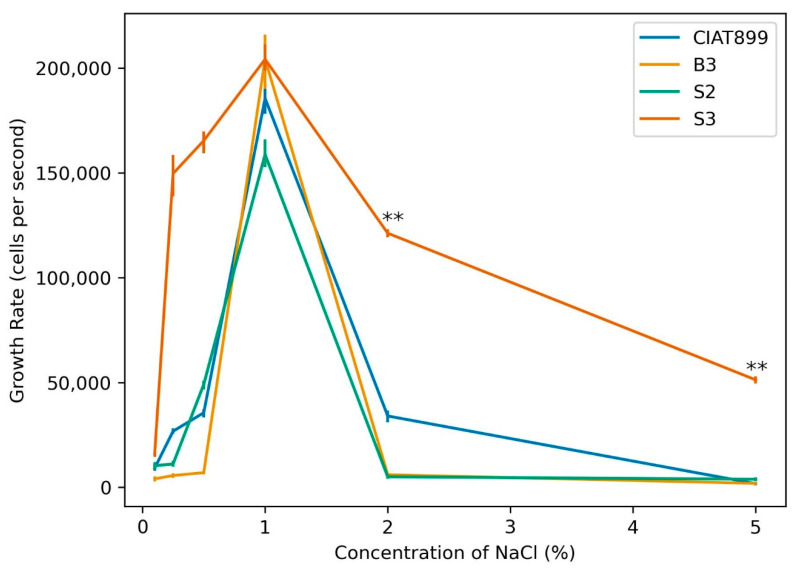
Growth response of rhizobia isolates B3, S2, and S3 in media with different NaCl concentrations in comparison to the commercial strain CIAT899 (one-way ANOVA; ** indicates *p* ≤ 0.001).

**Figure 2:**
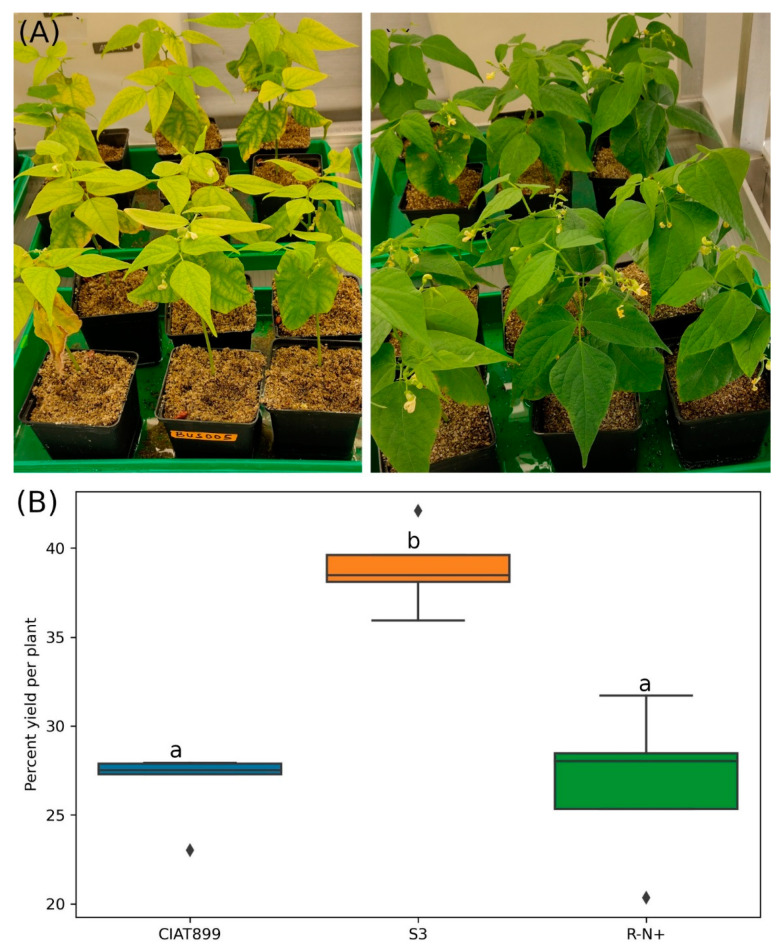
Common bean plants treated with 300 mM NaCl; (**A**; left panel) were not inoculated while (**A**) right panel) were inoculated with isolate S3, (**B**) Yields [(shoot dry weight of salt-treated plants/shoot dry weight of untreated control plants) × 100]. CIAT899: plants inoculated with *R. tropici* CIAT899, S3: plants inoculated with isolate S3, and R-N+: uninoculated plants supplied with nitrogen. The horizontal lines inside the boxes show the median percent yields, the diamonds (⧫) represent outlier values while significantly different yield percentages are indicated by different letters above the boxes (one-way ANOVA).

**Figure 3:**
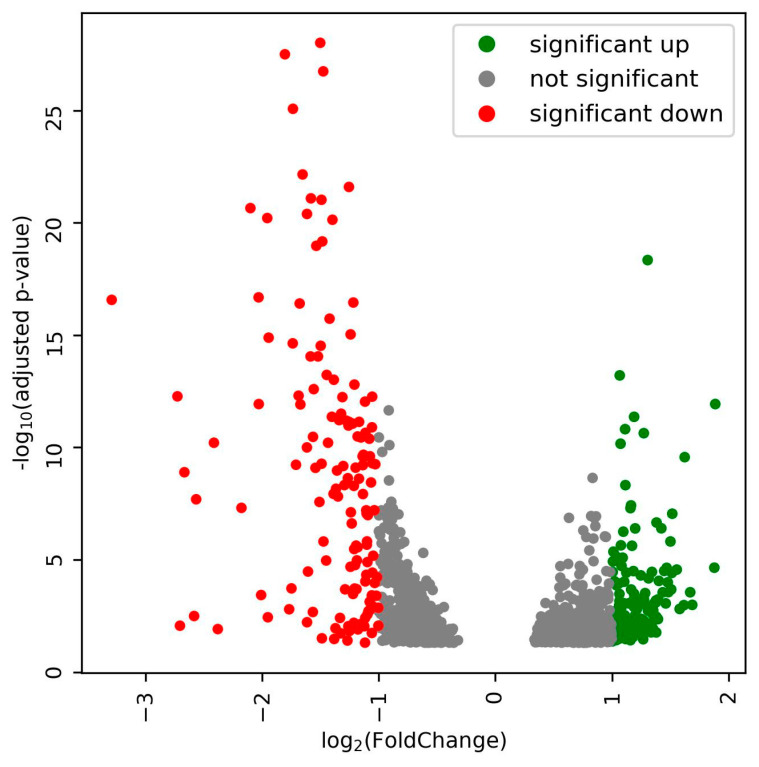
Volcano plot showing differentially expression genes in rhizobium bacteroids in the nodules when the infected plants were exposed to 300 mM NaCl.

**Figure 4:**
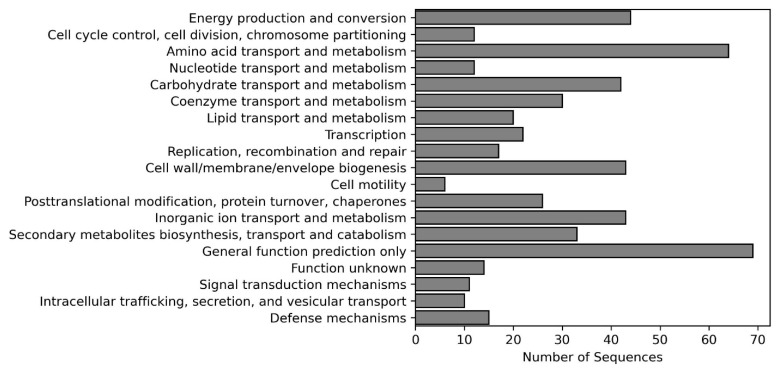
Functional analysis of upregulated genes after mapping to the database with cluster of orthologous groups (COGs).

**Figure 5:**
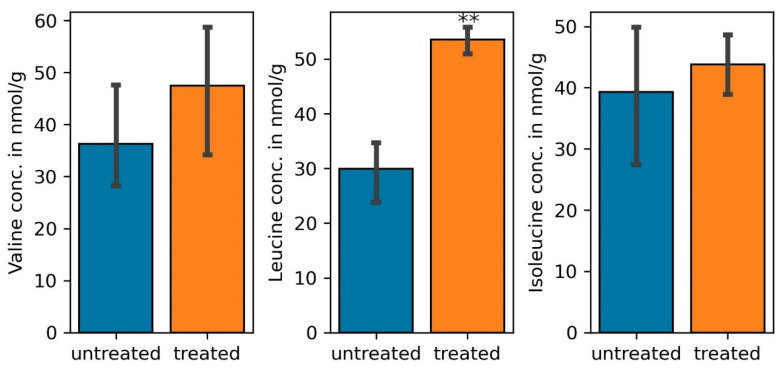
Quantity of branched chain amino acids, valine, leucine, and isoleucine in common bean nodules treated with 300 mM NaCl (treated) compared to those not treated with the salt (untreated). (one-way ANOVA; ** indicates *p* ≤ 0.001).

**Figure 6:**
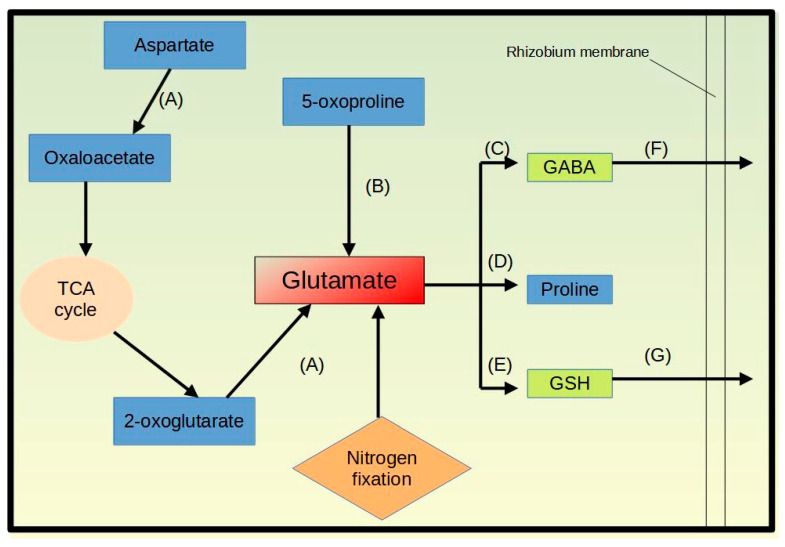
A schematic flow showing glutamate metabolic pathways in bacteroids under salinity stress. The letters represent the enzymes (**A**) aspartate amino transferase (K14454, COG0075), (**B**) 5-oxoprolinase (K01469), (**C**) glutamate decarboxylase 1 (K01580), (**D**) gamma-glutamyl phosphate reductase (COG0014), (**E**) glutathione synthase (K01920), (**F**) branched-chain amino acid transport system substrate-binding protein (K01999), and (**G**) glutathione transport system substrate-binding protein (K13889). This figure was drawn in Libre Office Draw.

**Figure 7:**
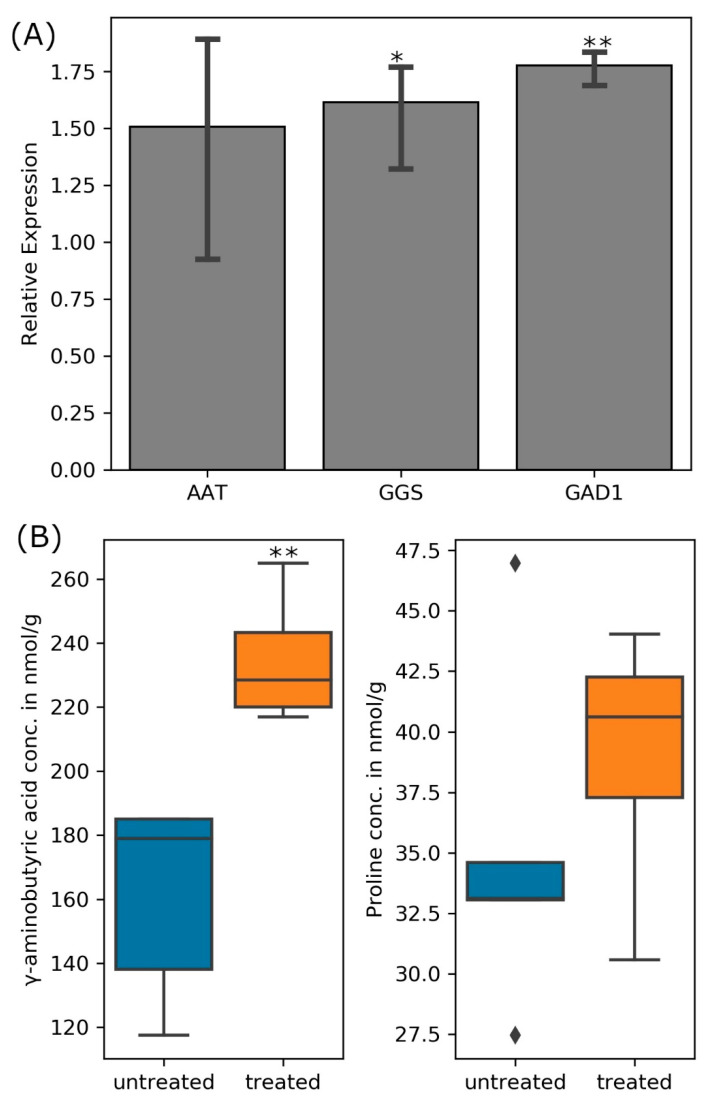
(**A**) Transcript abundance for nodule bacteroids’ aspartate aminotransferase (AAT), glutathione synthase (GGS), and glutamate decarboxylase (GAD1) when infected plants were treated 300 mM NaCl relative to untreated nodules and (**B**) quantity of GABA and proline in the nodules of treated and untreated (control) plants. (one-way ANOVA; * indicates *p* ≤ 0.05 while ** indicates *p* ≤ 0.001).

**Figure 8:**
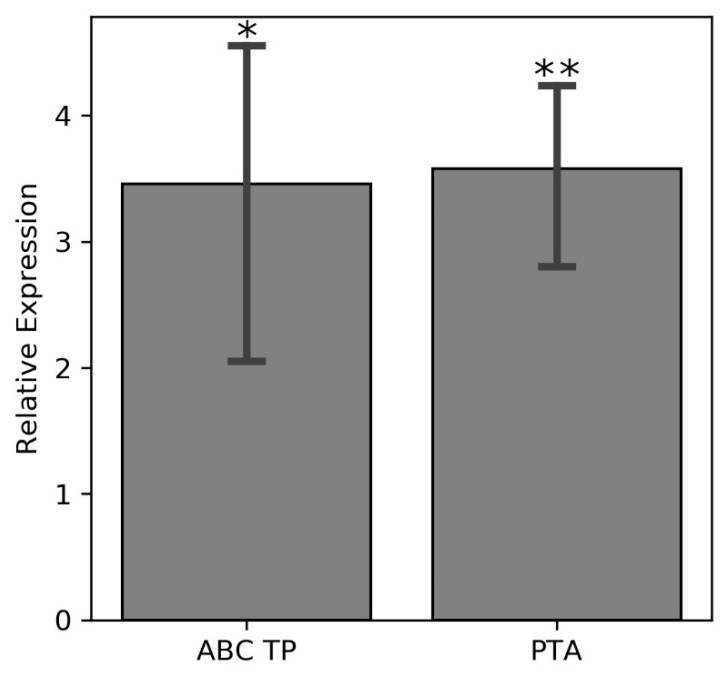
Relative expression levels of the genes for the ABC transporter permease and K^+^ transporter ATPase (COG2060) in the nodules of common beans with qPCR after treatment with 300 mM NaCl treated and untreated (control) plants. (one-way ANOVA; * indicates *p* ≤ 0.05 while ** indicates *p* ≤ 0.001).

**Table 1:** Details on the analysis of GABA and amino acids proline, valine, leucine and isoleucine by LC-MS/MS [HPLC 1260 (Agilent Technologies)-QTRAP6500 (SCIEX)] in a positive ionization mode.

Compound	Q1	Q3	RT (min)	Internal Standard	IS Q1	IS Q3	DP	CE
GABA	104.1	87.1	0.5	^13^C,^15^N-Ala				
Proline	116.1	70.0	0.5	^13^C,^15^N-Pro	122.1	75.0	20	19
Valine	118.1	72.2	0.5	^13^C,^15^N-Val	124.1	77.2	20	13
Leucine	132.2	86.1	1.3	^13^C,^15^N-Leu	139.2	92.1	20	13
Isoleucine	132.2	86.1	1.1	^13^C,^15^N-Ile	139.2	92.1	20	13

## Data Availability

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE216374, accessed on 19 October 2022.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11223628/s1, Table S1: Primers used in qPCR; Table S2: Raw reads and differential expression analysis of bacteroids expression between salt treated and untreated rhizobia infected plants; Table S3: Biological pathway analysis of upregulated bacteroid genes when host common bean plants were exposed to 300 mM NaCl.

How the deposited data were processed for this re-analysis (not part of the article)

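RNA-seq of nodules of common bean inoculated with isolate S3 was available for 3 replicates treated with 300 mM NaCl and 3 untreated replicates, labelled 0 mM. Groups and replicate numbers were taken from the sample labels and the methods of the paper.

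For the count table, the authors checked and trimmed the reads, aligned them with Bowtie2 to the R. phaseoli R650 genome and counted reads per gene, so that the deposited values are raw counts without normalization. The deposited comparison table was made by the authors with DESeq2 and holds the mean normalized signal, log2 fold changes with their standard errors, the Wald score, and p-values with their Benjamini-Hochberg adjustment. Its log2 fold changes are positive where untreated samples have the higher counts. Whether strand was used in counting is not given in the sources used here, and neighbouring genes of 1 operon can overlap by a few bases. The counts of the 2 copies of nifD and of nifK were equal or nearly equal in every sample and are not independent, while those of the 3 copies of nifH differed.

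From the counts, edgeR 4.0.16 in R 4.3.3 was used with TMM normalization, its default filter on low counts (filterByExpr with the group) and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over 5946 of the 6167 genes. The threshold was an adjusted p of 0.05 and, for the fold change, a log2 fold change of 1. Normalized counts are CPM (counts scaled to a common TMM-adjusted library size). Gene sets were made from symbols and tested with camera (limma 3.58.1, inter-gene correlation 0.01) where at least 5 genes were tested, which held for 6 of 11 sets. DESeq2 1.42.0 was an alternative. Single values of 3 against 3 samples were tested with a two-sided exact permutation test, for which the smallest p is 0.1.

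The script was tested on simulated data, in which counts for 5946 genes were drawn from the means and library sizes of the salt-treated against untreated comparison and 200 genes were changed by 1.5 on the log2 scale in either direction. The edgeR test recovered 97.5% of these and called 10 unchanged genes, and DESeq2 recovered 97% and called 22. Smaller changes, such as those of the genes matched to claims, were not simulated, so that this recovery does not apply to them.

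Total counts lay between 15957522 and 20078636 in untreated and between 10870456 and 15875602 in salt-treated samples, with medians of 19493714 and 12934572. The 10 genes with the highest counts took between 10.8% and 13.0% of the counts of a sample, and rRNA genes between 0.0689% and 0.270%.

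The genes named were chosen by a rule set before the data were examined: the 5 largest and 5 smallest log2 fold changes among genes past the threshold whose groups do not overlap; for each claim of the paper, the genes matched to its wording, of which those with a log2 fold change of at least 1 in Table S2 were named, or, where there was none, the one with the highest mean count; and gyrA and atpA, the genes used for qPCR normalization. Table S2 had been read before this rule was written. Since the annotation gives no product names, the wording was matched through symbols. Of the 41 genes matched in this way, 5 are among the 146 that the paper annotated as up-regulated, 15 are elsewhere in Table S2 and 21 are not in it, so that for most claims the matched gene is not one from the paper's list. The themes of the gene sets and claims were set before the data were examined, but the symbols that stand for them were listed with the annotation at hand, after some fold changes had been seen. Claims whose genes could not be matched by symbol there, such as ABC transport of putrescine, glutamate decarboxylase, glutathione transport, nitrate transport, alkaline phosphatase and citrate lyase, were not analysed here. The symbol potE, of a putrescine antiporter outside the ABC family that the paper describes, was tested among all genes but was not matched to its putrescine claim. Not analysed either were the qPCR, metabolite and plant growth measurements. A planned test of the share of ABC transporters among the called genes was not run for the same reason.

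The alternatives tried were DESeq2 in place of edgeR, DESeq2 size factors, total counts only, no filter on low counts, at least 10 counts in every sample, leaving out the 10 most abundant genes, leaving out rRNA and tRNA genes, glmTreat against a fold change of 2, the replicate number as a block, leaving out each sample in turn, and for gene sets fry and an estimated correlation. They were set before the data were examined. Separate normalization of each replicon, and counting salt-treated replicates 2 and 3 as 1 sample, were added after the data were seen, as was the set of phosphate and phosphonate transport genes alone.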

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

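Of the tests in this part, those of gene length, of library size and of other groupings of the samples were chosen before their results were seen; those of carried-over DNA, plasmid dose and the direction of the comparison were chosen after the result was seen.

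By the sample labels, 141 genes were at least 2-fold higher in salt-treated nodules. These lie outside the genes that the paper discusses, which takes up only the genes with positive log2 fold changes in Table S2. The largest increase was that of AMC88_RS11415, with a log2 fold change of 4.20 and no overlap between the groups, followed by AMC88_RS13555 with 4.04. Both passed the threshold under all 16 alternatives, AMC88_RS11415 with log2 fold changes between 3.97 and 4.41 and adjusted p between 3.635e-52 and 0.0115, so that neither a single sample nor a setting among those run decides them. Only 1 of the 10 possible splits of the 6 samples, the real one, gave as many differentially expressed genes (501) or as many genes on the larger side (141) or the smaller side (66) of the 2-fold threshold, but with 3 against 3 samples this share cannot go below 0.1, so that chance cannot be excluded by it. After thinning every library to the smallest total of 10870456 counts, 144 genes were higher and 67 lower, so that the number did not rest on more reads being sampled in some libraries. Thinning keeps the share of each gene in a library, so that it cannot decide on a bias that came with library size. What these genes encode is not listed in the annotation, and salt treatment as the biological explanation remains open.

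Genes of plasmids pRphaR650a, pRphaR650b and pRphaR650d had a median log2 fold change of -0.37 in salt-treated nodules, and the paper does not report on replicons. The median of these plasmids lay below that of the chromosome by -0.46 on the log2 scale. The tables argue against gene length as a technical explanation, and against carried-over DNA as the whole explanation. Reads from carried-over DNA would weigh on weakly expressed genes, but in the highest quartile of expression per kb the difference was still -0.37 (95% bootstrap interval over genes from -0.46 to -0.30). Gene length would leave no difference among genes of like length, but the difference closest to 0 over 3 classes of length of equal size was -0.44. After thinning to 1 total the difference was -0.46. Thinning keeps the share of each gene in a library, so that it cannot decide on unequal library size. A difference in plasmid dose, as copies per cell or as the share of bacteria that carry the plasmids, would move all genes of a plasmid alike. This takes it that isolate S3 carries these genes on the same plasmids as R650, which is not known. The 4 quartiles of expression differed by 0.13, from -0.50 to -0.37. Their intervals just overlap, which does not show that they are equal, and the difference was smallest in the most abundant genes. Plasmid dose stays a candidate explanation, but these values do not show that all genes moved alike. What would set such a dose stays open. Reads on these plasmids for each 100 reads on the chromosome were 47.2, 30.9 and 34.0 in untreated and 22.1, 29.8 and 30.2 in salt-treated samples. Without untreated replicate 1 the difference was -0.26 and without salt-treated replicate 1 it was -0.29, so that its size rests in part on these 2 samples. GC content was not tested, since no genome sequence was used here. Salt-dependent regulation of many plasmid genes remains open as the biological explanation.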

How the results depend on the processing

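The tests added after the data were seen are the separate normalization of each replicon, the counting of salt-treated replicates 2 and 3 as 1 sample, and the set of phosphate and phosphonate transport genes alone; all other alternatives were set beforehand.

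The number of differentially expressed genes, 501 with edgeR, stayed between 497 and 518 with DESeq2 size factors, without the filter on low counts, with at least 10 counts in every sample, without the 10 most abundant genes and without rRNA and tRNA genes, and was 653 with total counts only. With DESeq2 it was 1069, with 146 genes at least 2-fold lower in place of 66, and the 2-fold higher side of 151 was close to the 141 of edgeR. The edgeR fit with DESeq2 size factors gave 518 genes, 77 of them at least 2-fold lower, which argues against normalization as the main cause. Which other part of the DESeq2 fit makes the difference was not tested. Total counts only moved the median log2 fold change of all genes from -0.013 to 0.12, and the share of higher genes among the calls from 66.5% to 83%. It gave 219 genes at least 2-fold higher and 39 lower, and this follows from that shift. With DESeq2 the share of higher genes was 50.5%.

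Testing the fold change against 2 with glmTreat left 16 genes higher and 0 lower, as this asks for more than a cutoff on the estimate; at an unadjusted p under 0.05 there were 92 and 27. Separate normalization of each replicon gave 866 genes, of which 42 were at least 2-fold lower. It shares 462 genes with the 501, and 29 of the 66. It removes the common shift of each replicon by construction. Counting salt-treated replicates 2 and 3 as 1 sample gave 161 genes with 15 at least 2-fold lower, which has 1 sample fewer. Among the genes named, betA, leuB, pstC, phnG, kdpA, kdpB, AMC88_RS31400, AMC88_RS21795 and AMC88_RS24355 no longer passed with it, nor with the replicate block. AMC88_RS24610 still passed with these replicates counted as 1 sample, but not with the replicate block (adjusted p = 0.0628, edgeR).

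With each replicate left out in turn, the number of genes ranged from 169 to 411. It was 169 without salt-treated replicate 2, 182 without salt-treated replicate 3, 312 without untreated replicate 3 and 319 without untreated replicate 1, against 395 without untreated replicate 2 and 411 without salt-treated replicate 1. Genes at least 2-fold lower ranged from 14 to 106, with 14 and 18 without salt-treated replicates 2 and 3, 20 and 38 without untreated replicates 3 and 1, and 106 without untreated replicate 2. Genes at least 2-fold higher ranged from 117 to 147. Each of these fits has 1 sample fewer. Of the 66 genes at least 2-fold lower, 14 were shared without salt-treated replicate 2, and of the 141 higher ones 111.

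The replicate numbers of the groups were checked for pairing. Deviations from the group means of samples with the same number had correlations of -0.519, -0.288 and -0.169 across genes, so that the samples share only a number. With the replicate block, edgeR called 111 genes, 91% of them higher, with 97 at least 2-fold higher and 10 at least 2-fold lower, and 5 gene sets passed.

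The gene sets past the threshold were 5 with camera at its preset correlation, 4 with fry and 0 with the correlation estimated from the samples, where 1 set had an unadjusted p under 0.05. Under fry, the set of nitrogen fixation genes did not pass. With separate normalization of each replicon, 4 sets passed, and nitrogen fixation genes again did not (adjusted p = 0.113, camera). The phosphate and phosphonate transport genes alone had a median of -0.81 in place of -0.79 for the whole set, and passed with camera and fry but not with the estimated correlation. With each replicate left out, 4 or 5 sets passed. Of the 10 possible splits of the samples, 3 gave at least 5 sets, so that a chance split of the samples cannot be excluded for the number of sets.

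Among the 28 genes named, 5 of their values changed sign under an alternative, and all 5 belong to genes that did not pass the threshold. The value of livM was -0.0085 with separate normalization of each replicon and ranged from -0.049 (without salt-treated replicate 1) to 0.16 with each replicate left out. That of ilvA was 0.056 with total counts only. That of fhuF was 0.051 with separate normalization and ranged from -0.48 to 0.0023 (without salt-treated replicate 1). The median of the sugar transport set ranged from -0.27 to 0.11 (without untreated replicate 1). The cause was not tested. Across genes and alternatives, 376 values kept their direction and side of the threshold, 57 no longer passed it and 10 newly passed it. The 5 genes with the largest increase and AMC88_RS30560 passed under all 16 alternatives.

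The sign of the fold changes in Table S2 did not depend on normalization: with counts over total counts, as with TMM, 0% of its genes had the sign of salt-treated over untreated. The ratio of mean total counts of salt-treated over untreated samples was 0.715, and 0.719 without the 10 most abundant genes, where the totals of the groups overlapped (two-sided exact permutation test, p = 0.2 in place of 0.1). Depth limits hemP most among the genes matched to claims, with a mean of 17.2 counts per sample. The alternatives to the test of ABC transporter share were not run, since the annotation has no product names.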

Differences from the paper's values

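The paper gives 1069 differentially expressed genes, and the edgeR fit gave 501. Of the alternatives set before the data were examined, DESeq2, the tool named in the methods of the paper, gave 1069, while all others gave between 111 and 653. Separate normalization of each replicon, chosen after seeing the values, gave 866 genes.

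For the next values the scale is that of the log2 fold changes of Table S2, which are positive for higher counts in untreated samples. On that scale the paper's 146 genes at 1 or above compare with 66 genes in the edgeR fit, which are those at least 2-fold lower in salt-treated samples by the labels. DESeq2 gave 146 and leaving out untreated replicate 2 gave 106. All other alternatives set before the data were examined gave between 0 and 77.

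The paper describes the genes with positive log2 fold changes in Table S2 as up-regulated under salt stress and those with negative ones as down-regulated. By the sample labels and by the headings of Table S2 itself, all 146 of the first had lower and all 151 of the second had higher counts in salt-treated samples. This holds for genes matched by symbol to functions that the paper gives as up-regulated by COG or KEGG term. It also holds for phnG, matched through the phosphonate cluster but not itself a gene of transport by its symbol. The log2 fold change of salt-treated over untreated was -1.15 for pstC of phosphate transport and -1.02 for phnG. It was -1.05 for kdpA and -1.26 for kdpB of potassium transport, and -0.99 for leuB of leucine synthesis. On the scale of Table S2 these values are 1.15, 1.02, 1.05, 1.26 and 0.99, and within the error of the paper's. Of the 41 genes matched to the claims of the paper, only these 5 are among its 146, and all 5 were lower in salt-treated samples by the labels. The other 36, of which 27 were lower and 9 higher, bear only on functions and not on the genes in the paper's list. Among them betA, choV, choW and znuA were higher by the labels, with 0.73, 0.44, 0.47 and 0.59, and are in Table S2 with negative values. The quantitative PCR of the paper shows the genes for the potassium ATPase (Fig. 8) and glutathione synthase (Fig. 7A) higher in salt-treated nodules, while in the counts kdpA and gshB (-0.36) were lower in the samples labelled salt-treated. As gshB is not among the 146 genes, and the primers were not in the files used, whether it is the gene measured by quantitative PCR is not known. The quantitative PCR is relative to gyrA and atpA, and relative to the mean log2 counts of these genes the difference was -0.67 for kdpA and -0.049 for gshB, neither beyond the spread of the replicates (two-sided exact permutation tests, n = 3 each, p = 0.3 and p = 1).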

Other observations

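The tests of the sign of the fold changes, of salt-treated replicates 2 and 3 and of the nif copies were chosen after the results were seen; the themes of the gene sets, gyrA and atpA were set before.

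The sign of the authors' log2 fold changes has 2 candidate explanations. In the first, the comparison was fitted as untreated over salt-treated and then read as salt-treated over untreated. A DESeq2 fit of the deposited counts coded in that way by the labels gave the values of the authors' deposited table to within 3.3e-05. In the second, the labels of the groups were exchanged, and a fit of salt-treated over untreated with exchanged labels would give the same values, so that this match does not separate the 2. The genes betA, betB, betI, choV and choW for glycine betaine and choline use, picked after their values were seen, had a median log2 fold change of 0.69 in samples labelled salt-treated, while kdpA and kdpB were at -1.05 and -1.26. As the groups of genes go opposite ways, a full exchange of the labels cannot be told apart from correct labels with these data. The quantitative PCR of the paper also bears on this. It has the potassium ATPase, glutathione synthase, aspartate aminotransferase and glutamate decarboxylase higher under salt, the last 2 not significantly. For the potassium ATPase this is opposite to the counts by the labels, as exchanged labels would give. Relative to gyrA and atpA, however, the counts of kdpA did not differ beyond the spread of the replicates. Both explanations of the sign, and which direction is true of the plants, remain open.

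Salt-treated replicates 2 and 3 were nearly alike. For genes of 2000 to 5000 counts, their chi-square was 3.8 per degree of freedom, while every other pair lay between 41.9 and 197. At 20 to 50 counts, where counting noise weighs most, the value of 2.32 was no lower than the 2.25 of salt-treated replicates 1 and 2 or the 2.26 of untreated replicates 1 and 2, so that the likeness shows in genes with more counts. A candidate explanation is 1 RNA pool or library behind both. They are not copies of 1 table, since the chi-square is above 1 and the totals differ. If they are 1 sample, the salt-treated group has 2 independent samples; counted so, 161 genes pass in place of 501. No biological explanation was tested.

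The 2 copies of nifK on pRphaR650c (286383 to 287924 and 381073 to 382614) had counts that differed by at most 14. Reads split at random between copies would differ by an SD of 431 or more, and the largest difference relative to the SD of its own sample was 0.025, which argues against a random split. The 2 copies of nifD had identical counts in 6 of 6 samples, consistent with each read counted at every copy. In that case totals per sample count such reads more than once. The 3 copies of nifH had different counts, such as 142742, 109722 and 106946 in untreated replicate 1, so that this does not extend to all copies as a whole; how far the nifH copies differ in sequence was not tested. No biological explanation was tested.

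The genes used for qPCR normalization were both lower in samples labelled salt-treated, though not past the threshold. The gene gyrA had a log2 fold change of -0.26 (adjusted p = 0.22, edgeR) and atpA of -0.36 (adjusted p = 0.106, edgeR). Both kept this sign under all 16 alternatives, and atpA passed the threshold with separate normalization of each replicon (adjusted p = 0.0268, edgeR).

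Among the gene sets, ribosomal protein genes (53 genes, median log2 fold change 0.30, 47 of them higher) and flagella and chemotaxis genes (27 genes, median 0.41, 24 of them higher) were higher in samples labelled salt-treated, with camera adjusted p of 0.000129 and 0.00107 and fry adjusted p of 0.0237 and 0.026. Chaperone genes (10 genes, median -0.33, all lower) had 0.0126 with camera and 0.026 with fry. Nitrogen fixation genes (16 genes, median -0.23) had 0.0323 with camera and 0.158 with fry. This set no longer passed with camera without untreated replicate 2 (0.0895), untreated replicate 3 (0.0684) or salt-treated replicate 1 (0.131). Nor did it pass with separate normalization of each replicon, chosen after the data were seen (0.113). As sets were made from symbols, copies of nifD and nifK in this set would count as separate genes. These copies are not independent, so that its n and p could overstate the evidence. None of these sets passed with the correlation estimated from the samples.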
